A study of Drosophila melanogaster with 9 samples.

How the data were processed

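RNA was measured by immunoprecipitation followed by sequencing (RIP-seq) in extracts of wild-type Drosophila melanogaster embryos collected 0 to 3 h after egg laying. ORB2 is an RNA-binding protein of the CPEB family. It was captured with a synthetic antibody fragment (Fab), anti-ORB2 E8, bound to anti-FLAG beads and eluted with FLAG peptide. The control immunoprecipitate used a Fab against EGFR (C1), and the input was RNA from total extract. Each of the 3 groups (ORB2 IP, control IP and input) held 3 libraries, 9 in all, assigned by the sample titles. Ribosomal RNA was depleted before stranded library preparation, and reads were paired and 125 nt long.

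The authors deposited a table of TPM, a transcript abundance scaled for transcript length and library total, per gene and library. A second deposited table holds normalized counts, a signal per gene and library whose scale the labels do not define further. Per the submitters' processing notes, Trim Galore 0.6.5, Salmon 1.9.1 and DESeq2 1.42.1 were used by the submitters, without the role or order of each. The genome build and annotation behind the tables are not given in the sources used here. Both tables list 6440 genes by FlyBase identifier and symbol. Every listed gene had a TPM above 1 in all inputs (lowest value 1.001), so transcripts absent from input lie outside the tables. Over the 4515 genes above a normalized count of 50 in every library, 99.9% of normalized counts lay within 1% of the TPM times a gene factor and a library factor. What the gene factor stands for was not tested. Whole reads were not recovered from them, so count models were not run.

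The depth per library is known only in part. Normalized-count totals ran from 2625388 to 5368634. In 5 of the 6 immunoprecipitates most of the lowest positive values lay near multiples of a common step, taken as the value of 1 read. In these, 74.6% to 88.5% of values up to 3.5 steps lay within 0.15 steps of a whole multiple. Evenly spread values would give 30% for a step set without them. The step was taken from the lowest of these same values, which by itself raises the share, and how much was not measured. In ORB2 IP replicate 3 the share was 51.5% and the lowest value, 1.03, lay below the step of 2.04, so its step is not firm. That step gave approximate totals of 830000 to 4190000 reads over the listed genes. No step was found in the inputs, whose depth is unknown. These approximations cover counting error only.

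Identifiers were matched to Ensembl release 115 (BDGP6.54), which holds 6394 of the 6440 genes, 6392 of them protein-coding, and 5858 symbols equal the current ones. Coordinates are those of that release and say nothing of the build the authors used. For each gene the transcript with the longest 3′ untranslated region (3′UTR) gave the transcript, 3′UTR and coding lengths.

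Each of the 3 comparisons was fitted separately on its 6 libraries with limma 3.58.1 (limma-trend, empirical Bayes) in R 4.3.3. Values were log2(normalized count + 1), and genes needed a mean normalized count of at least 10 over the 6 libraries. Tests were two-sided, and a gene was called when its Benjamini-Hochberg adjusted p was below 0.05. Counts of at least 2-fold changes took called genes with an absolute log2 fold change of 1 or more, which limits the estimate and does not test it against 2-fold. Errors beside fold changes are standard errors (SE) of the log2 fold change. Of 9 gene sets listed, 7 had at least 5 tested members and were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 7 sets. Small nucleolar RNAs and mitochondrially encoded transcripts had no listed gene in the tables. The tested sets were 20 post-transcriptional regulators of early development, 11 pole-plasm mRNAs, early zygotic genes, cytoplasmic and mitochondrial ribosomal proteins, the proteasome and histones. Genes higher than both backgrounds were the overlap of the at least 2-fold calls over control IP and over input.

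Lengths and input TPM of the genes at least 2-fold higher over control IP were compared with those of all other tested genes that have a 3′UTR of at least 50 nt. Differences of medians were tested by two-sided permutation tests with 100000 resamples, adjusted over 4 measures. This part used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

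The tests, sets, alternatives and naming rule were fixed before the data were examined. Named genes were orb2, then the 10 largest increases and 5 largest decreases over control IP among called genes with a mean normalized count of at least 100 and no overlap between groups. The comparisons with input named the 3 largest in each direction by the same rule. Members of the regulator and pole-plasm sets were open to naming from the comparison with control IP, all of them counted.

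Alternatives were other pseudocounts, filters and scalings, the TPM table, all 9 libraries in one fit, no mean-variance trend, a test against 2-fold (treat), a block for the replicate number, an estimated set correlation and leaving out each library. Removing the trend with transcript length by loess, with and without the block, was added after the data were seen. Replicate numbers come from the sample titles. Residuals of ORB2 IP and control IP libraries of the same number correlated at 0.102, 0.230 and 0.276, all above the limit of 0.1 set for pairing, and the block was run as an alternative.

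The pipeline was tested on simulated data with the spread and level of each comparison. Of 100 genes planted at 2-fold, 51% were recovered for ORB2 IP against control IP, 36% for ORB2 IP against input and 37% for control IP against input. At a planted log2 change of 2 the recoveries were 89%, 80% and 81%. The simulations called 146, 119 and 126 genes, far fewer than the data gave. With fewer calls the Benjamini-Hochberg adjustment is stricter, so recovery in the data may be higher. False calls made up 4.1%, 2.5% and 6.3% of calls. The planted set was called in each comparison, but genes were simulated as independent of each other. In ORB2 IP against control IP the correlation estimated within sets ran from 0.053 (pole-plasm mRNAs) to 0.851 (cytoplasmic ribosomal proteins). The planted set therefore does not test camera's preset correlation. For lengths, the planted measure was called in 20 of 20 simulations, and 1 of 60 unchanged measures was called. The planned comparison of 3′UTR sequence motifs was not run.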

Results

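The embryo extracts gave 9 libraries, 3 from ORB2 IP, 3 from control IP and 3 from input. The comparison of ORB2 IP with control IP asked which transcripts came down with the ORB2 protein beyond what an unrelated Fab retained. Comparisons with input asked which transcripts each immunoprecipitate held at a higher share than the extract it was made from. The series title frames these as the targets of ORB2 in the maternal-to-zygotic transition, when maternal transcripts give way to those of the embryo.

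Normalized-count totals were 3952548, 5368634 and 4764941 in ORB2 IP replicates 1 to 3. They were 3747319, 3504705 and 3649761 in control IP and 2625388, 2656646 and 2856867 in input. The approximate numbers of reads over the listed genes were 2240000, 830000 and 2330000 in ORB2 IP and 2960000, 3970000 and 4190000 in control IP. The estimate for ORB2 IP replicate 3 is not firm, since only 51.5% of its low values lay near whole reads and its lowest value was 1.03, below the estimated value of a read. A single read counted for about 6.48 normalized counts in ORB2 IP replicate 2, against 1.77 and 2.04 in the other ORB2 IP libraries. That library listed 108 genes at 0, compared with 14 and 7 in the other ORB2 IP libraries and 11, 8 and 5 in control IP. Small differences at low abundance were therefore least detectable in ORB2 IP replicate 2.

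A few transcripts took a large part of each immunoprecipitate. The most abundant transcript in ORB2 IP, msn, made up 16.0%, 20.2% and 16.9% of the normalized counts in replicates 1 to 3 and between 0.0207% and 0.0402% in the 6 other libraries. In control IP the most abundant transcript was CG10984, at 8.79%, 7.99% and 8.04%. CG10984 also held 6.13%, 7.28% and 4.32% of ORB2 IP, and 0.0141%, 0.00633% and 0.00712% of input. The 10 most abundant transcripts took 32.8%, 43.1% and 33.1% of the ORB2 IP libraries, 23.0%, 20.2% and 19.3% of the control IP libraries, and 7.8%, 6.5% and 7.8% of the inputs.

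Spearman correlations across genes, which are not independent replicates, were 0.939 to 0.949 among ORB2 IP libraries and 0.972 to 0.985 among control IP libraries. ORB2 IP replicate 3 correlated with the control IP libraries at 0.929 to 0.953, and ORB2 IP replicates 1 and 2 at 0.828 to 0.875. Input replicates 2 and 3 correlated at 0.968, while input replicate 1 correlated with them at 0.893 and 0.911. The correlation of input replicate 1 with the immunoprecipitates was 0.811 to 0.856, and that of input replicates 2 and 3 was 0.557 to 0.671. The labels name no sequencing or library batch.

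Between ORB2 IP and control IP, limma called 1316 of 6318 genes higher and 1366 lower at a Benjamini-Hochberg adjusted p below 0.05. At the unadjusted threshold of 0.05 the number was 3261. The values of the groups did not overlap for 1745 genes higher in ORB2 IP and 1786 lower, 55.9% of those tested, where chance gives 10%. From the 5th to the 95th percentile, log2 fold changes ran from −1.11 to 1.12, and the median residual SD was 0.262 on the log2 scale. At least 2-fold changes were estimated for 501 called genes higher and 432 lower. Among the higher genes, 23 reached 8-fold and 15 reached 32-fold. Tested against 2-fold itself, treat called 32 genes higher and 0 lower, with 33 lower at an unadjusted p below 0.05, and this moved the at least 2-fold counts most. Of the alternatives for the calls without a fold limit, equal totals moved the number of higher genes most, to 383. It gave 2178 genes lower, with a shift in the median of all genes of −0.35. The same rescaling left 111 genes at least 2-fold higher and 1204 lower. With TPM values, 1356 genes were higher and 712 lower (65.6% of calls higher against 49.1%), with a median shift of 0.24. A TPM pseudocount of 0.1 in place of 1 gave 685 lower, the largest change of that count by factor. Equal upper quartiles gave 1777 genes higher and 975 lower, 64.6% of calls higher, with a shift of 0.16. Single libraries mattered as well. Without control IP replicate 3 the higher genes numbered 717, and 247 of them were at least 2-fold higher. Leaving out ORB2 IP replicate 2 gave 864 genes higher, and leaving out ORB2 IP replicate 3 gave 770 at least 2-fold higher and 697 at least 2-fold lower.

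The mRNA encoding the precipitated protein, orb2 (FBgn0264307; BDGP6.54 chromosome 3L, 8937100 to 8954463, minus strand), was 186-fold higher in ORB2 IP than in control IP. Its normalized counts were 8133 ± 1474 (SD, n = 3) in ORB2 IP, 45.57 ± 19.64 (SD, n = 3) in control IP and 58.66 ± 16.99 (SD, n = 3) in input. The log2 fold change was 7.54 (SE 0.29) with a limma Benjamini-Hochberg adjusted p of 6.46e-09, and the lowest ORB2 IP library exceeded the highest control IP library 106-fold. Over input it was 7.11 (SE 0.26; limma Benjamini-Hochberg adjusted p 6.77e-08). Control IP did not differ from input beyond the replicate error (−0.42, SE 0.39, limma Benjamini-Hochberg adjusted p 0.3516). In the TPM table limma called orb2 lower in control IP with either pseudocount, and it fell by 1.05 with a pseudocount of 0.1. The median of all genes was then −0.65, so much of that fall was common to all genes. The orb2 gene shares exons with CG43783 on the same strand, so reads in the shared part cannot be assigned to one of them from these tables.

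The largest increase over control IP was that of msn (FBgn0010909; 3L, 2554847 to 2586540, minus strand), 1020-fold, or 10 on the log2 scale (SE 0.35; limma Benjamini-Hochberg adjusted p 3.51e-09). Its normalized counts were 841000 ± 227800 (SD, n = 3) in ORB2 IP, 803.5 ± 43.8 (SD, n = 3) in control IP and 980.6 ± 158.1 (SD, n = 3) in input. NFAT (FBgn0030505; X, 13624745 to 13664568) followed at 9.29 (SE 0.28), and CG14712 (FBgn0037924; 3R, 11628759 to 11633206) at 8.65 (SE 0.29). The next genes were Patronin (FBgn0263197) at 7.85, then after orb2 CG14441 (FBgn0029895) at 7.49, ATbp (FBgn0039946) at 7.38, Thd1 (FBgn0026869) at 6.90, tai (FBgn0041092) at 6.80 and nocte (FBgn0261710) at 6.69, with SE from 0.25 to 0.36. All 10 were higher in 3 of 3 ORB2 IP libraries than in any control IP library and stayed called in every alternative tried. Exons of Patronin, Thd1, tai and nocte overlap genes on the opposite strand, and Thd1 also overlaps lncRNA:CR43958 on its own strand. Further genes at least 8-fold higher, outside the naming rule and chosen after their values were seen, were fl(2)d (6.65), Camta (6.44), psq (6.04), velo (5.50), nej (5.44), Asx (4.96), heph (4.93), ckn (4.37), HDAC4 (3.91), ph-d (3.46), corto (3.23) and Smr (3.18). Together with pum, described below among the regulators, these 23 genes made up 28.4%, 39.5% and 30.2% of the ORB2 IP normalized counts and 0.2% to 0.3% of every other library.

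**Figure D1:**
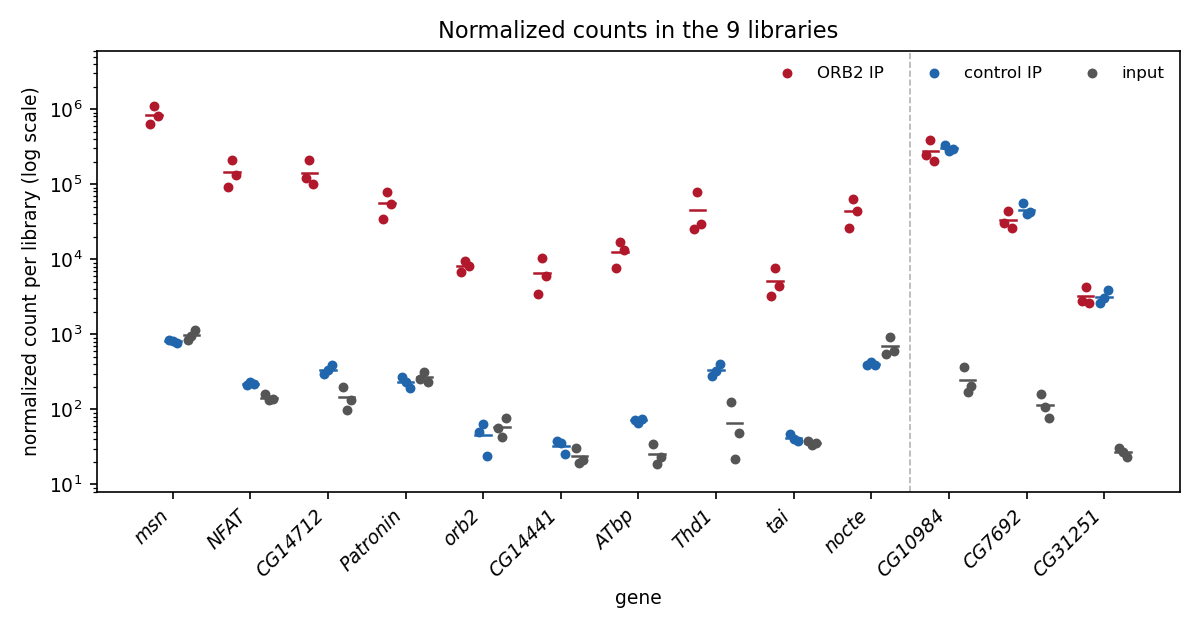
Normalized counts per library (log axis) of the 10 genes with the largest increase in ORB2 IP over control IP, left of the dashed line, and of the 3 genes with the largest increase in control IP over input, right of it; points are the 3 libraries of each group and bars their means. The ORB2 IP points of orb2 lie at 6661, 9610 and 8127, against 24.19 to 62.81 in control IP, while CG10984 lies at 206000 or more in both immunoprecipitates.

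The largest decreases by the naming rule in ORB2 IP relative to control IP were smaller than the increases. CG43184 (FBgn0262813; 3L, 13837756 to 13838080) changed by −1.96 (SE 0.45; limma Benjamini-Hochberg adjusted p 0.00645), with normalized counts of 128.3 ± 79.08 (SD, n = 3) against 488.9 ± 237.1 (SD, n = 3). MESK4 (FBgn0043069) changed by −1.91 (SE 0.65; limma Benjamini-Hochberg adjusted p 0.03396) and overlaps a pair of genes on the opposite strand. Its call was lost in 6 alternatives, among them leaving out each control IP replicate in turn. Ibf1 (FBgn0037670) changed by −1.68 (SE 0.30), Stip1 (FBgn0024352) by −1.67 (SE 0.23) and Bro (FBgn0013755) by −1.66 (SE 0.43). All 5 were lower in 3 of 3 ORB2 IP libraries than in any control IP library.

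Between ORB2 IP and input, limma called 1648 of 6344 genes higher and 1593 lower after Benjamini-Hochberg adjustment, and 3655 genes passed the unadjusted threshold. At least 2-fold changes numbered 1340 higher and 955 lower. With treat against 2-fold, 73 were called higher and 6 lower. Rescaling to equal totals moved the calls without a fold limit most, to 604 higher and 3195 lower (15.9% of calls higher against 50.8%). The median of all genes was then −0.81, against −0.03 without rescaling. The TPM table gave 965 higher and 2124 lower, 31.2% of calls higher, with a median of −0.42. Medians nearer to the one without rescaling came from quantile normalization (−0.17) and from removing the length trend (−0.19). Without input replicate 2 the lower genes numbered 1035, and without input replicate 3 they numbered 891. The largest increases were CG10984 (FBgn0036305; 3L, 12750119 to 12753402) at 10.17 (SE 0.37), CG14712 at 9.93 (SE 0.35) and NFAT at 9.90 (SE 0.31), each with a limma Benjamini-Hochberg adjusted p of 6.77e-08. By the naming rule the largest decreases were Sry-alpha (FBgn0003510) at −2.37 (SE 0.26), CG12163 (FBgn0260462) at −2.36 (SE 0.30) and dah (FBgn0015926) at −2.35 (SE 0.27). CG10984 and the 3 decreased genes share exons with neighbouring genes, Sry-alpha on the same strand. Outside the rule, and chosen after their values were seen, 9 called genes were at least 8-fold lower. Of these, 3 were at least 32-fold lower, the multicopy histone genes His2B:CG33882, His2B:CG33872 and His2B:CG33870, with SE of 1.75 to 2.01 on the log2 scale.

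The control IP differed from input by more genes than the ORB2 IP did. There limma called 2126 of 6355 genes higher and 2050 lower after Benjamini-Hochberg adjustment, with 4391 past the unadjusted threshold, 1567 at least 2-fold higher and 1360 at least 2-fold lower. The TPM table moved the split most, to 1173 higher and 3193 lower (26.9% of calls higher against 50.9%). The median of all genes was then −0.60, against 0.01 without rescaling. Equal totals gave 1404 higher and 2859 lower, 32.9% of calls higher, with a median of −0.41. The median was −0.13 with equal upper quartiles, −0.11 after quantile normalization and −0.16 with the length trend removed. CG10984 rose by 10.32 (SE 0.29), CG7692 (FBgn0036714; 3L, 17351822 to 17358056) by 8.69 (SE 0.27) and CG31251 (FBgn0051251; 3R, 17683740 to 17684915) by 6.82 (SE 0.22). None of the 3 differed between ORB2 IP and control IP beyond the replicate error, with log2 fold changes of −0.16, −0.47 and 0.00 and limma Benjamini-Hochberg adjusted p of 0.9011, 0.3737 and 0.9923. By the naming rule the largest decreases were Ggt-1 (FBgn0030932) at −3.09 (SE 0.27), yl (FBgn0004649) at −3.05 (SE 0.28) and wfs1 (FBgn0039003) at −2.93 (SE 0.40). CG32500, below the abundance limit of the rule and chosen after its value was seen, was at −3.92 (SE 1.16). Exons of CG31251 overlap a gene on the opposite strand, and those of yl overlap mir-4917 on its own strand.

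A set of 170 genes was at least 2-fold higher in ORB2 IP than in both control IP and input, out of 6304 tested in both. The single lists held 501 and 1340 genes, and independent lists of those sizes would share 106.5. Both comparisons use the same ORB2 IP libraries, which by itself raises the overlap, and how much was not measured. In 100 simulated data sets without differences no gene was shared, which does not measure it, since those sets hold no differences to call. With equal totals the overlap was 40, and with the length trend removed it was 65. Leaving out control IP replicate 3 gave 96 genes, leaving out ORB2 IP replicate 2 gave 112, and leaving out ORB2 IP replicate 3 gave 270. The 23 genes at least 8-fold higher over control IP were all part of it, and the other 147 were 2- to 8-fold higher.

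**Figure D2:**
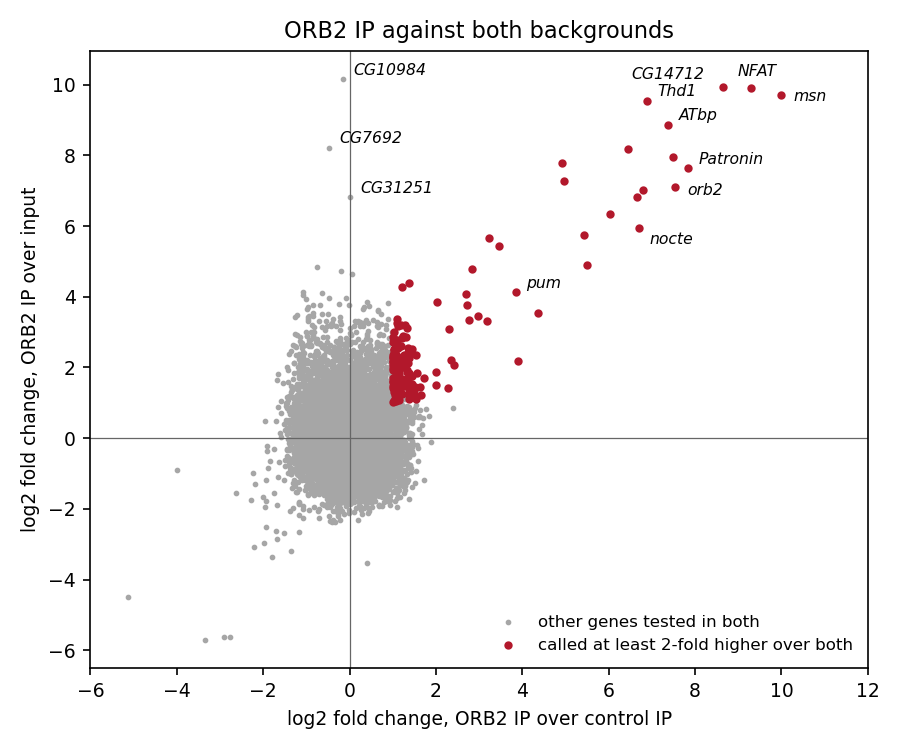
Log2 fold change of ORB2 IP over control IP (horizontal axis) and over input (vertical axis), a point per gene tested in both, with the 170 genes called at least 2-fold higher over both in red. msn lies at 10 and 9.72, orb2 at 7.54 and 7.11, and CG10984 at −0.16 and 10.17.

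All 7 tested gene sets passed in ORB2 IP against control IP under camera's preset correlation with Benjamini-Hochberg adjustment. With the correlation estimated from the 6 libraries none of the 7 passed, and 1 set passed the unadjusted threshold. Medians were 0.71 for the 20 regulators (camera Benjamini-Hochberg adjusted p 2.95e-05; 17 members higher) and 0.76 for the 11 pole-plasm mRNAs (0.009167; 8 members higher). The 72 mitochondrial ribosomal protein genes had a median of −0.55 (1.74e-05; 58 lower), the 33 proteasome genes −0.53 (0.002186; 27 lower), the 31 histone genes −1.06 (6.13e-05; 30 lower) and the 18 early zygotic genes −0.42 (0.03181; 17 lower). Histone genes are multicopy, so reads are shared among them. For the 86 cytoplasmic ribosomal protein genes the median was 0.35 (0.005; 76 higher), and it was −0.01 with equal totals, where all genes shifted by −0.35. Removing the length trend took the mitochondrial ribosomal median to 0.02, the proteasome to −0.20, the histones to −0.51, the pole-plasm mRNAs to 0.39, the regulators to 0.53, the early zygotic genes to −0.63 and the cytoplasmic ribosomal proteins to 0.81. The early zygotic call was lost with a filter at a mean normalized count of 50, without ORB2 IP replicate 1 and without control IP replicate 1 or 2. The cytoplasmic ribosomal call was lost without ORB2 IP replicate 3 and without control IP replicate 2.

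In ORB2 IP against input 3 of the 7 sets passed at the preset correlation. These were the regulators (median 0.72, camera Benjamini-Hochberg adjusted p 0.01187), cytoplasmic ribosomal proteins (0.29, 0.01145) and the proteasome (−0.76, 9.57e-04). The regulator median was −0.06 with equal totals, and the cytoplasmic ribosomal median was −0.49 with equal totals, −0.13 in the TPM table and −0.07 after quantile normalization. Relative to the median of all genes under the same scaling the regulators stood at 0.75, and the cytoplasmic ribosomal proteins at 0.32, 0.28 and 0.10. With the length trend removed the regulator median was 0.21, or 0.40 relative to all genes, and the cytoplasmic ribosomal median was 0.12, or 0.31 relative to all genes against 0.32 before. The cytoplasmic ribosomal call was also lost without ORB2 IP replicate 3 or input replicate 2. In control IP against input only the histones passed (median 1.24, camera Benjamini-Hochberg adjusted p 0.002696), and without input replicate 3 the mitochondrial ribosomal proteins did too, making 2. The histone median there was 0.21 with the length trend removed, or 0.37 relative to all genes. With the estimated correlation, camera called none in either comparison with input, and none passed unadjusted. The sign of median, mean and test differed for the histones in ORB2 IP against input (median −0.10, mean −0.59, test direction up) and for the regulators in control IP against input (median 0.13, mean 0.14, test direction down).

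Among the 20 regulators, limma called 13 higher and 1 lower in ORB2 IP over control IP, and 15 of them passed when adjusted over the list alone. The largest change after orb2 was that of pum (FBgn0003165; 3R, 9066343 to 9237682), at 3.85 (SE 0.21; limma Benjamini-Hochberg adjusted p 1.41e-07). Its normalized counts were 7291 ± 1835 (SD, n = 3) in ORB2 IP, 495.3 ± 43.05 (SD, n = 3) in control IP and 409.1 ± 21.9 (SD, n = 3) in input. Smaller increases were those of orb (1.22), nos (1.16), bel (1.12), cup (1.04), wisp (1.01), pAbp (0.96), tral (0.88), eIF4E1 (0.76), me31B (0.67), Ge-1 (0.56) and gnu (0.53), and plu fell by 1.07. With the length trend removed orb was at 0.36 and no longer called, with or without the replicate block. The calls of me31B, Ge-1 and gnu were each lost in several alternatives, leaving out single libraries included. With equal totals tral and eIF4E1 were no longer called, and with all 9 libraries in one fit wisp and eIF4E1 were not. Pop2, smg, brat, twin, png and Not1 were not called. The groups nevertheless did not overlap for brat (0.34, SE 0.17; limma Benjamini-Hochberg adjusted p 0.1225) and Not1 (0.44, SE 0.18; limma Benjamini-Hochberg adjusted p 0.06277). In some alternatives brat, twin, png and Not1 were called, with brat and Not1 each called higher in some and lower in others.

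Of the 11 pole-plasm mRNAs, limma called 8 higher and none lower in ORB2 IP, and 8 passed when adjusted over the list alone. They were osk (1.34, SE 0.31), orb, tud (1.19, SE 0.22), nos, vas (0.93), gcl (0.76), pgc (0.73) and Hsp83 (0.64). The call of tud was lost when the length trend was removed (0.34) and with all 9 libraries in one fit. That of gcl was lost without control IP replicate 3, and that of Hsp83 in 10 alternatives. Equal totals ended the calls of gcl, pgc and vas. CycB, aub and wun2 did not change beyond the replicate error, but were called lower in 5, 1 and 2 alternatives, for CycB including the one without ORB2 IP replicate 3.

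Genes at least 2-fold higher in ORB2 IP than in control IP had longer transcripts and were less abundant in input than other genes. Among 6004 tested genes with a 3′UTR of at least 50 nt, 490 belonged to the set and 5514 did not. Median transcript length was 3777 nt (quartiles 2701 to 5711) in the set and 1970 nt (1264 to 3144) in the other genes. Median 3′UTR length was 687.5 nt against 314 nt, median coding length 2307 nt against 1251 nt, and median input TPM 18.3 against 41.18. Each difference had an adjusted permutation p of 1e-05, the smallest that 100000 resamples can give (two-sided, 4 measures). The alternative that moved the difference in transcript length most was the overlap set of 166 genes higher than both backgrounds, from 1808 to 2954 nt.

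Fold changes followed transcript length across the tested genes, which are not independent replicates. In ORB2 IP against control IP the Spearman correlation of log2 fold change with transcript length was 0.53 over 6272 genes. The median log2 fold change was −0.61 in the 20% of genes with the shortest transcripts and 0.52 in the 20% with the longest. For ORB2 IP against input the correlation was 0.08, with medians of 0.21 and 0.52 in the same classes, but the relation was not monotonic. By decile its median went from 0.36 at the shortest lengths down to −0.42 and up to 0.81 at the longest. For control IP against input the correlation was −0.20, with class medians of 0.78 and 0.05. Taken singly against the control IP mean, ORB2 IP replicates 1 to 3 had correlations of 0.55, 0.50 and 0.40.

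**Figure D3:**
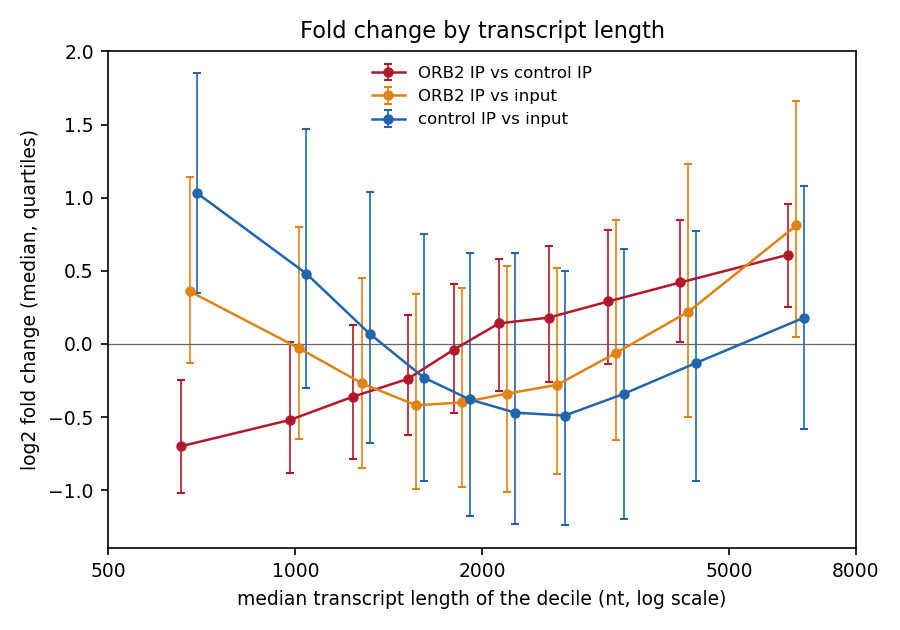
Median log2 fold change (points, bars from the lower to the upper quartile) by decile of transcript length in nt (log axis, points offset sideways by 3% for legibility) for the 3 comparisons. ORB2 IP against control IP goes from −0.70 at a median length of 674.5 nt to 0.61 at 6421.5 nt, and control IP against input from 1.03 to 0.18 with lower values between.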

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

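Removing the trend with transcript length, alone or with the replicate block, was chosen only after the results were seen. All other alternatives were fixed beforehand. Counts of called genes, of called sets and of lengths gave 331 combinations of a result and an alternative, of which 269 stayed within a factor of 1.5 of the reported count or kept direction and call, and 62 did not. Where no cause is named, the cause was not tested.

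For ORB2 IP against control IP, equal totals moved the number of higher genes without a fold limit most. The number of lower genes changed by the largest factor with TPM values and a pseudocount of 0.1. Equal totals gave 383 genes higher and 2178 lower, 111 and 1204 of them at least 2-fold. This follows from its construction, since the genes that dominate ORB2 IP then push all others down. TPM values with a pseudocount of 1 gave 712 genes lower, with 807 higher and 136 lower at least 2-fold, and a pseudocount of 0.1 gave 685, 905 and 144. Equal upper quartiles gave 793 and 217 genes at least 2-fold higher and lower. A shared fit of all 9 libraries gave 886 lower. With the length trend removed the at least 2-fold counts were 278 and 195, and with the replicate block added 280 and 206. The at least 2-fold counts moved most when tested against 2-fold, where treat called 32 genes higher and 0 lower, with 33 lower at an unadjusted p below 0.05, while limma against no change called 432 lower by at least 2-fold.

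Against input, equal totals gave 604 genes higher and 3195 lower for ORB2 IP, 547 and 2651 at least 2-fold. TPM values gave 965 higher for ORB2 IP with a pseudocount of 1 and 911 with 0.1. At least 2-fold, they gave 867 and 836 higher, and 1794 lower with either. For control IP, TPM values gave 1173 higher and 3193 lower (808 and 2420 at least 2-fold) with a pseudocount of 1, and 1161 and 3176 (837 and 2558) with 0.1. Equal totals gave 1404 higher and 1043 and 2098 at least 2-fold higher and lower. Against 2-fold, treat called 73 and 6 genes for ORB2 IP and 571 and 350 for control IP, fewer by construction.

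Genes higher over both backgrounds numbered 40 with equal totals and 65 with the length trend removed, with or without the block. Gene sets called with an estimated correlation numbered 0 in each comparison, against 7, 3 and 1 at camera's preset value. At an unadjusted p below 0.05 the estimated correlation passed 1 set for ORB2 IP against control IP and none in the others. With TPM values, 3 sets passed for control IP against input. The direction and the call of the 4 length and expression differences held in all alternatives run, with differences in transcript length from 1497 to 2954 nt.

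Leaving out each library in turn gave these lowest and highest values. For ORB2 IP against control IP, genes higher ran from 717 (without control IP replicate 3) to 1493, with 864 without ORB2 IP replicate 2, and genes lower from 967 to 1573. At least 2-fold, genes higher ran from 247 (without control IP replicate 3) to 770 (without ORB2 IP replicate 3) and genes lower from 345 to 697 (without ORB2 IP replicate 3). ORB2 IP against input ran from 1120 to 1862 higher and from 891 (without input replicate 3) to 1816 lower, with 1035 without input replicate 2. Its at least 2-fold counts ran from 1031 to 1570 and from 690 to 1217. Control IP against input ran from 1757 to 2364, from 1714 to 2259, from 1347 to 1755 and from 1205 to 1550 for the same 4 counts. Genes higher over both backgrounds ran from 96 (without control IP replicate 3) to 270 (without ORB2 IP replicate 3), with 112 without ORB2 IP replicate 2. The log2 fold change of orb2 over control IP ran from 7.14 to 7.81 and kept its call. Called sets ran from 5 to 7, from 2 to 3 and from 1 to 2 (without input replicate 3).

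Named genes gave 56 results under 1120 alternatives. Of these, 1031 kept direction and call, 50 kept direction and lost the call, 19 gained one and 20 changed direction, spread over 23 results. The 10 largest increases over control IP and all 7 genes from ORB2 IP against input kept both in every alternative. Every change of direction was in a gene not called at first. Pop2, at −0.15, became 0.10 in both TPM settings, 0.00 with equal upper quartiles and 0.06 after quantile normalization. For twin, at −0.03, the values were 0.22 in both TPM settings, 0.12 with equal upper quartiles, 0.20 after quantile normalization, 0.09 without ORB2 IP replicate 1 and 0.12 without control IP replicate 3. In the TPM settings aub went from −0.18 to 0.07. Equal totals took smg from 0.21 to −0.15 and brat from 0.34 to −0.02. Removing the length trend, with or without the block, gave smg −0.30, brat −0.71 and Not1 −0.50 (0.44 before), and brat and Not1 were then called lower. Among set results under camera, 187 of 210 stayed called or uncalled as before, 20 lost the call and 3 gained one. A change of direction was counted only for sets called at first, and 0 were found. Medians of uncalled sets did change sign. For the regulators in control IP against input they ran from −0.51 to 0.24, and for the histones in ORB2 IP against input from −0.5 to 0.53.

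With the replicate block limma called 1523 genes higher and 1501 lower in ORB2 IP over control IP, and 170 over both backgrounds. Of the named genes the block by itself changed the call of Not1 only. Residuals of same-numbered libraries correlated at −0.19, 0.094 and 0.181 between ORB2 IP and input and at 0.042, 0.183 and 0.181 between control IP and input, so the numbers do not pair those groups by the limit of 0.1.

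Count models were not run, since whole reads were not recovered, and neither was the comparison of 3′UTR motifs, which needs genome sequence that was not used here. Depth limits the low end most in ORB2 IP replicate 2, where a read counts for 6.48 normalized counts and 108 genes are at 0. In simulations at these sizes a 2-fold change was recovered in 51%, 36% and 37% of planted genes in the 3 comparisons. Far fewer genes were called there than in the data, which makes the adjustment stricter. Recovery in the data was thus not measured and may be higher. Genes not called can still differ by 2-fold.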

Other observations

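The tests of length, scaling, single libraries, carry-over, the glutamine-rich list, input replicate 1 and chromosome 4 were chosen only after the results were seen. The counts over other splits of the libraries were planned.

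For each pair of groups the 6 libraries can be split in 10 ways. The real split alone, 1 of 10, gave as many called genes in each direction, in every comparison, with or without the 2-fold limit, and the highest of the other splits was 0 against 1316 and 1366 for ORB2 IP over control IP. With 10 splits the share cannot go below 0.1, so chance cannot be excluded this way. Of 100 assignments of the 9 libraries, 1 gave 170 genes over both backgrounds, the real one, and the highest other gave 0. At 1 in 100 this argues against a chance assignment of the libraries without excluding it. Any difference between the groups, whatever its source, could give the same result. For gene sets, 2 of 10 splits gave the 7 sets of ORB2 IP against control IP, with 7 in the highest other split. Against input, 7 of 10 splits gave at least the 3 sets of ORB2 IP (highest other 7), and 8 of 10 gave at least the 1 set of control IP (highest other 3). The set counts against input are thus no larger than other groupings of the same libraries give, and for ORB2 IP against control IP no grouping could exceed the 7 sets tested.

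The 23 genes at least 8-fold higher in ORB2 IP than in control IP stand apart from the rest in size. A single library does not account for them, since at least 91.3% stayed at 8-fold or more whichever ORB2 IP library was left out, the lowest share being without replicate 2. Scaling does not either, since 91.3% stayed with equal totals and 100% with the other scalings. Carry-over of input RNA could raise a gene only up to its input level, whereas 100% of the 23 genes were called at least 2-fold higher than input. With the length trend removed, 100% of the 14 genes of at least 32-fold that have a length stayed at 8-fold or more, with medians of 7.14 before and 6.59 after and a lowest value of 4.22 (nej). Of the 8 genes between 8- and 32-fold, 50% stayed (3.88 before, 3.05 after, SE 0.19). All 8 were still called higher, but their sizes fell enough that a part due to length cannot be told apart from the rest.

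What these 23 genes share beyond size is a hypothesis. Several are known to encode proteins rich in glutamine, as ORB2 itself is. A list of 33 other genes for glutamine-rich proteins was written from general knowledge, after msn, NFAT, CG14712, fl(2)d, Patronin, Thd1, nocte, psq, nej, velo, pum and orb2 had been seen to rise. Those were left out, and no protein sequence was used. Of its 26 tested members, 9 (34.6%) were at least 2-fold higher in ORB2 IP than in control IP, against 7.9% of all tested genes. Of random lists matched on expression, 95% held at most 3 (one-sided permutation p 1e-04, the smallest 10000 lists can give), and those matched on expression and transcript length held 3.99 on average, with 7 at the 95th percentile (one-sided permutation p 0.0057). At 8-fold the list held 3 genes, tai, ph-d and Smr, of the 23 (one-sided permutation p 0.031 with both matched). Random lists held 2 at the 95th percentile. Since tai (6.80) ranks between Thd1 (6.90) and nocte (6.69), which had been seen, the 8-fold count is weak support. Members went both ways, with a median of 0.46 and Tbp, the lowest, at −0.99. The Fab may therefore recover glutamine-rich proteins, or ORB2 bound to them, while still attached to their own mRNA, and the 186-fold rise of orb2 would fit capture of nascent ORB2 as well as binding of ORB2 to its mRNA. Repeat sequences in these mRNAs that draw misassigned reads, and direct binding by ORB2, were not tested and stay open.

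The 478 genes 2- to 8-fold higher in ORB2 IP than in control IP behave differently. Their median log2 fold change was 1.16 (quartiles 1.07 to 1.31, SE 0.27). With the length trend removed it was 0.84 (0.66 to 1.06, SE 0.23), and 31% of the 474 with a length were still at least 2-fold. Most fell below 2-fold because the estimate shrank from just above that limit, not because the error grew, and 371 were still called higher. Transcript length, or a property that goes with it, may thus account for part of their size; whether this reflects RNA integrity, library preparation or a preference of ORB2 for long transcripts or 3′UTRs was not tested. Relative to the control IP mean, the median of these genes was 1.39, 1.41 and 0.76 in ORB2 IP replicates 1 to 3. Without control IP replicate 3 their median was 0.99 (quartiles 0.89 to 1.13), against 1.16 with it. Of the 478, 395 were then still called higher and 219 (45.8%) were still called at least 2-fold higher. With equal totals it was 0.81, which is the shift of −0.35 common to all genes, with 351 still called higher.

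Carry-over of input into ORB2 IP was also weighed for these genes. Of the 478, 170 were called higher than input, 147 of them by at least 2-fold. Input RNA can only lower a gene that is lower in input than in control IP. For 47 of the 170, control IP was called higher than input, and 100% of these had control IP above input under every scaling tried, which argues against carry-over for them. The other 123 exceed input by their selection. A mixture of control IP and input cannot exceed both. Without rescaling and with equal upper quartiles, 100% of the 123 were called higher than both backgrounds. The share was 85.4% after quantile normalization, 48% and 40.7% with TPM values (pseudocounts of 1 and 0.1) and 22.8% under equal totals. Calls lost by a common rescaling are no evidence for carry-over. The values thus argue against carry-over for these 123 genes under the scalings that keep the calls. Which scaling holds for all libraries is not known, so they do not settle it. For the 308 others the share of input RNA needed had a median of 78.1% (quartiles 44.3% to 154%, with 118 genes above 100%). The 155 genes at least 8-fold higher in control IP than in input allowed 50.1% (33.8% to 59.6%). A share above 100% is more than carry-over can give. These 118 genes were not called higher than input, however, so error cannot be excluded for them. The median needed over the 308 genes lies above the upper quartile allowed, but the ranges overlap. Carry-over thus stays open for the genes that need up to 100% and is not settled for the 118.

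Input replicate 1 lay apart from the other inputs. It differed at least 2-fold from replicate 2 in 923 of 6336 genes (14.6%) and from replicate 3 in 903 (14.3%), against 243 (3.8%) between replicates 2 and 3. Its difference from replicate 2 correlated across genes with that of the immunoprecipitates from replicate 3 (Spearman 0.80), and its difference from replicate 3 with that of the immunoprecipitates from replicate 2 (0.79). The same measure was −0.11 for input replicates 2 and 3. Mixing of immunoprecipitate RNA into that library would bring every abundant transcript at the same share of its immunoprecipitate level. The direction goes with mixing. Of 258 genes at least 8-fold higher in the immunoprecipitates than in input replicates 2 and 3, 241 were at least 2-fold higher in input replicate 1 than in those inputs. The shares argue against mixing, since CG10984 stood at 0.123% of its control IP mean, CG7692 at 0.347% and CG31251 at 0.975%. Embryo age could act as well. The 19 early zygotic genes had a median difference of 0.90, at percentile 96.6 of matched random lists (central range −0.11 to 0.95), with 14 of 19 higher, so an age difference cannot be told apart from the general shift. A feature shared by input replicate 1 and all immunoprecipitates, which the comparisons with input would then include, stays open, as does a biological difference between extracts.

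Genes on chromosome 4 were singled out after their values were seen. In input replicate 1 the 43 tested genes were higher than in the other inputs by a median of 1.45 (quartiles 0.67 to 2.04), 40 of 43 in the same direction, above all 10000 expression-matched random lists (highest median 0.86). Their median was 2.01 in control IP over input, 2.08 in ORB2 IP over input and −0.22 in ORB2 IP over control IP. Chromosome X had a median of −0.22 in input replicate 1, and the other arms lay between −0.02 and 0.04. Base composition was not measured, and no explanation was tested.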
